A study of Drosophila melanogaster with 6 samples. Its data were reported in "Involvement of PARP1 in the regulation of alternative splicing" (2016).

How the data were processed

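RNA from S2 cells was sequenced by the authors as paired-end libraries: 2 untreated controls, 2 PARP1 knockdowns and 2 PJ34 treatments. The authors aligned the reads to the dm3 genome build with TopHat2 and estimated transcript levels with Cufflinks and Cuffdiff2, guided by the FlyBase annotation of that build. The deposited values are FPKM, which the authors scaled by transcript length and by the mapped fragments of each library. The table has 1 row per annotated transcript and 1 column per library. Columns of the controls were matched to samples by name. For each treatment the column names show the group but not the dose, so the columns were used as 2 replicates of a group, as in the study, and no dose was assigned. The doses of double-stranded RNA are given in nanograms in one description and in micrograms in another.

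Rows were found to be transcripts, so the FPKM of all transcripts of a gene (same CG number) were summed. This choice was made after the table was seen, and the transcript rows as deposited were tested as an alternative. Of 14012 genes, 13084 matched a current symbol through the RefSeq gene table, and the CG number was used for the rest. The older symbol Parp corresponds to Parp1. Coordinates are those of the deposited table (dm3), and span all transcripts of a gene. Transcript lengths were taken from the Ensembl annotation of the newer BDGP6 build as the median over a gene's transcripts, and no coordinate of that build is given. Of the genes tested, 2670 overlap another gene of the table. Overlap was taken on the whole span of a gene, introns included. The strand is not in the table and overlap of exons was not examined, so the values of overlapping genes are uncertain. Values of near-identical copies are uncertain too.

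Genes with a mean FPKM of at least 1 over all 6 libraries were tested (7308 genes). Values were transformed to log2(FPKM + 1), which understates the change of low genes. All 6 libraries were fitted together in limma 3.58.1 (R 4.3.3) with a mean per group, empirical Bayes moderation with an intensity trend and Benjamini-Hochberg adjustment over all genes, and an adjusted p under 0.05 was the threshold, also for Parp1. A count test was not used because FPKM are not counts. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so no such test was made for single values. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. The lists were 3 sets of genes that the study examined or that belong to poly(ADP-ribose) metabolism, splicing factors, antimicrobial peptides, oxidative phosphorylation, heat shock proteins, and cytoplasmic and mitochondrial ribosomal proteins. Lists with fewer than 5 genes tested were not given to camera, and a list of snoRNA genes had 0 members under the names used here. Correlations, length trends and random lists were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

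Named genes followed a rule set before the data were examined: Parp1, the genes of the first 3 lists, and per treatment the 5 largest rises and 5 largest falls among genes past the threshold in which both treated libraries lay beyond both controls. Where fewer than 5 passed, those that passed were named, and then genes by unadjusted p until 3 were named. DptB, eIF5 and single members of other gene families were named after their values were seen.

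The fit was tested on simulated data with the means and spreads of the real genes, in which 200 of 7308 genes were changed in 1 group. At a log2 change of 2, 33.5% of the changed genes were recovered, and at a log2 change of 4, 98.5% were. The number of unchanged genes called was 4 of 71 calls and 21 of 218 calls, and 15 of 215 calls at a log2 change of 6, so the share of false calls was above the nominal level at each of these. In 20 simulations of 7092 genes with the length trends of the real libraries and no group difference, at most 4 genes were called for PJ34 against control, with a median of 0.

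Fragment totals were not used because the table does not hold them. Low values of 1121 genes with 1 transcript came in steps, from which the FPKM of 1 fragment was compared between libraries. This assumes that the lowest common values stand for 1 fragment. The estimate gave depths between 0.883 and 1.11 of control library 1, so precision was similar in all libraries at a given FPKM. For transcripts of 1000 to 2000 bases 1 fragment was worth 0.0332 FPKM. Of the genes tested, 47 were listed at exactly 0 in at least 1 library, and such values are given per library.

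Alternatives fixed before the data were examined were pseudocounts of 0.1 and 5, quantile normalization, centring on the median, all genes above 0 or a mean FPKM of at least 5, only the 4 libraries of a comparison, no intensity trend, an unadjusted p of at most 0.05, and leaving out each library in turn. Leaving out a library leaves a group with 1 library, so only values and no tests were recomputed. More were added after the data were seen: a loess correction (span 0.5) of each library's deviation from the gene mean on log2 transcript length, the transcript rows as deposited, leaving out genes listed at exactly 0 in any library, median centring for the gene lists, the 2 filters for Parp1, and these same settings for 3 genes compared between PARP1 KD and PJ34. Splicing events and GC content were not analysed here.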

Results

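The data were FPKM values from RNA-seq of Drosophila S2 cells, a line derived from late embryos that grows in suspension. FPKM is the number of sequenced fragments scaled to the length of the transcript and to all mapped fragments of the library. The 6 libraries fell into 3 groups of 2: untreated controls, cells in which PARP1 was knocked down with double-stranded RNA (PARP1 KD), and cells treated with PJ34, an inhibitor of PARylation. PARylation is the addition of poly(ADP-ribose) chains to proteins by the PARP1 enzyme. The study asked how gene expression depends on the PARP1 protein and on its enzymatic activity. The 2 PJ34 libraries came from doses of 10 and 0.3 µM, and the 2 PARP1 KD libraries from 100 and 500 units of double-stranded RNA, which the descriptions give in nanograms in one place and in micrograms in another. Which column of the table held which dose was not stated, so the libraries of a treatment are numbered as in the table and no dose comparison was made.

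The table held 21081 annotated transcripts of 14012 genes, and 7308 genes with a mean of at least 1 FPKM over all libraries were compared. Total FPKM was 714707 and 860052 in the controls, 876448 and 821057 under PARP1 KD, and 851662 and 994251 under PJ34. Fragment totals were not in the table. The spacing of the lowest values showed that 1 fragment was worth between 0.902 and 1.13 times its FPKM in control library 1, so relative depth ranged from 0.883 to 1.11. A transcript of 1000 to 2000 bases had about 30.1 fragments behind each FPKM. The 10 most abundant genes took 11.6% and 21.4% of the FPKM in the controls, 15.8% and 15.6% under PARP1 KD, and 26.9% and 38.1% under PJ34.

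The agreement between the 2 libraries of a group differed from group to group. Across all genes, which are not independent replicates, Pearson's r of FPKM was 0.832 between the controls, 0.9899 between the PARP1 KD libraries and 0.981 between the PJ34 libraries. On the log2(FPKM + 1) scale these values were 0.966, 0.997 and 0.938. Between libraries of different groups, r of FPKM ranged from 0.730 to 0.953 over 12 pairs. On the FPKM scale control library 1 correlated better with both PARP1 KD libraries (0.953 and 0.951) than with the other control. On the log2 scale this held for PARP1 KD library 1 (0.971) and not for library 2 (0.962).

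The libraries also differed by transcript length. Of the genes tested, 7092 (97.04%) had a transcript length in the annotation. The median log2(FPKM + 1) of genes with transcripts over 4000 bases was 3.89 in control library 1 and 2.93 in control library 2. It was 2.85 and 2.59 under PARP1 KD, and 2.89 and 1.01 under PJ34. For transcripts under 500 bases the same medians lay between 4.98 and 5.58 in all 6 libraries. Spearman's rho across genes between transcript length and log2 difference was -0.516 for PARP1 KD against control and -0.514 for PJ34 against control. It was also -0.518 between the 2 controls and -0.647 between the 2 PJ34 libraries, against -0.146 between the 2 PARP1 KD libraries. Against control library 2 alone, rho was -0.125 for PARP1 KD and -0.00754 for PJ34 library 1. The trend of both comparisons with the controls was as large as that between the untreated libraries.

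**Figure D1:**
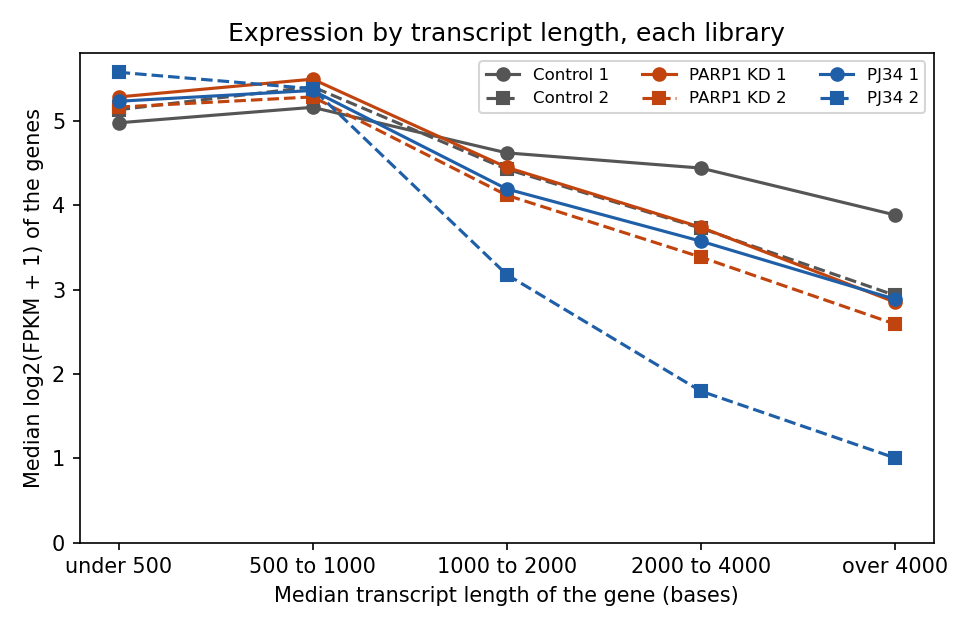
Median log2(FPKM + 1) of the genes tested (y axis) in 5 classes of transcript length in bases (x axis), with 1 line per library; colour marks the group, circles with solid lines library 1 and squares with dashed lines library 2. For transcripts over 4000 bases control library 1 has the highest median (3.89) and PJ34 library 2 the lowest (1.01), while the libraries lie close together under 1000 bases.

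The targeted gene was examined first. Parp1 (CG40411, listed at 1768645 to 2027212 of 3RHet in the dm3 genome build) had 51.6 and 29.9 FPKM in the controls and 16.7 and 10.2 FPKM under PARP1 KD. Both PARP1 KD libraries lay below both controls, and the group mean was 66.9% lower (13.5 ± 4.58 against 40.8 ± 15.4, SD, n = 2). The log2(FPKM + 1) change was -1.51 with a standard error of 0.55. It did not pass the threshold over all genes (limma, adjusted p 0.9996; unadjusted p 0.0194), nor when adjusted over the list alone, among 3 genes of poly(ADP-ribose) metabolism (adjusted p 0.0581). The change was -1.13 against control library 2 alone and -1.90 against control library 1 alone, and -0.98 after the length correction. Its median length was 3112 bases and its locus, introns included, overlaps 10 other genes of the table. Overlap of exons was not examined, so its value is uncertain. Under PJ34 Parp1 had 39.3 and 50.2 FPKM, a change of 0.17 with a standard error of 0.55 that lay within the spread of the controls (limma, adjusted p 0.809). This change was -0.21 against control library 1 alone and 0.56 against control library 2 alone. It was 0.73 after quantile normalization, 1.31 after median centring and 1.55 after the length correction, and passed after none of these (limma, adjusted p 0.264, 0.248 and 0.161).

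**Figure D2:**
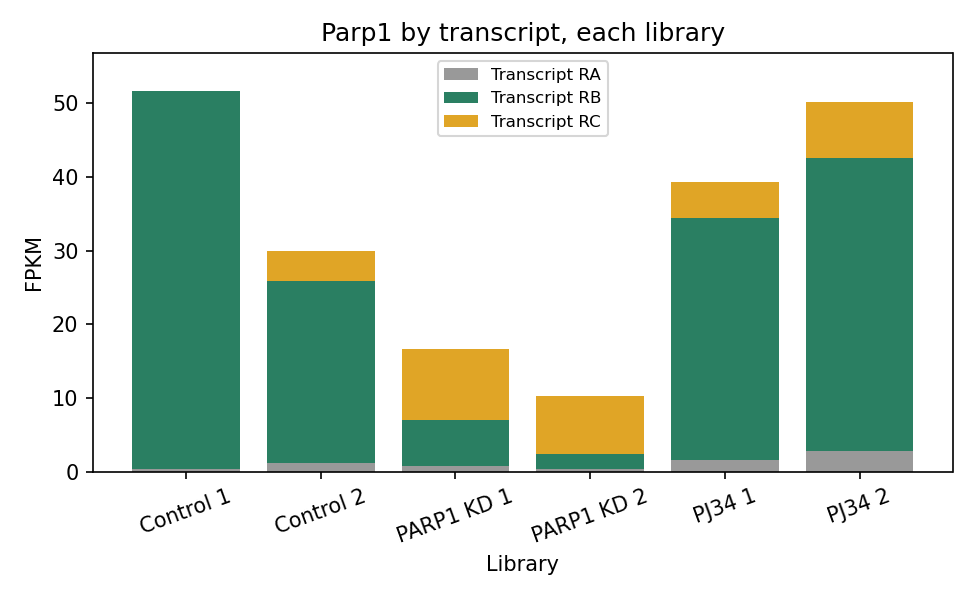
FPKM of Parp1 (y axis) in each of the 6 libraries (x axis), with 1 bar per library split into its 3 annotated transcripts. The PARP1 KD bars (16.7 and 10.2 FPKM) are below both control bars (51.6 and 29.9 FPKM).

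The knockdown was compared with the controls to ask which genes change when PARP1 is reduced. The controls were untreated, so an effect of double-stranded RNA itself cannot be told apart from that of less PARP1. In other assays the study used RNA against LacZ as a non-targeting control. Of 7308 genes, 0 passed an adjusted p of 0.05 (limma on log2(FPKM + 1)), and 209 had an unadjusted p of at most 0.05, where 365 would be reached by chance alone. Of these 209, 26 were higher and 183 lower. This fit shares 1 spread per gene over all 3 groups. The 2 PJ34 libraries differed by at least 2-fold in 4165 genes, against 12 for the 2 PARP1 KD libraries. A count below that of chance is therefore not evidence that the knockdown changed no gene. A fit to only the 4 libraries of the comparison moved the count most, to 23 genes, of which 5 were higher and 18 lower. In that fit 950 genes had an unadjusted p of at most 0.05 (limma), 107 higher and 843 lower. When transcripts were tested in place of genes 15 passed, 14 higher and 1 lower. By size alone 769 genes differed by at least 2-fold, 79 higher and 690 lower, while the 2 controls differed by at least 2-fold in 1788 genes. The median of all genes was -0.28. Against control library 2 alone 571 genes changed 2-fold, and against control library 1 alone 1842.

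No gene met the rule for naming under PARP1 KD, so the 3 genes in each direction with the smallest unadjusted p and no overlap between the groups are given, none past the threshold. The higher genes were sloth1 (CG32736, X, 6905522 to 6906169), CG34219 (2R, 4805219 to 4806474) and CG7299 (2L, 10683760 to 10684407). Their FPKM under PARP1 KD was 4.72 and 8.36 for sloth1, 4.90 and 5.82 for CG34219, and 19.4 and 24.7 for CG7299. The controls had at most 0.103 FPKM for sloth1 and CG34219, and 2.25 and 3.65 for CG7299. The limma adjusted p was 0.104 for sloth1 and CG34219 and 0.9996 for CG7299. sloth1 and CG34219 overlap other genes of the table and their values are uncertain. The lower genes were uex (CG40084, 2RHet, 3105717 to 3179695), PGRP-SD (CG7496, 3L, 7644304 to 7644865) and Cyp6a20 (CG10245, 2R, 10769624 to 10771551), with log2 changes of -2.13, -2.24 and -2.38 and standard errors of 0.54, 0.58 and 0.65. PGRP-SD overlaps another gene. For these 3 the adjusted p was 0.9996. All 6 genes passed (adjusted p 0.000734 to 0.0347) when only the 4 libraries of the comparison were fitted, and none did under the other alternatives run for them. As transcript rows, their adjusted p by limma was 0.130 to 0.469.

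PJ34 was compared with the controls to ask which genes respond to the loss of PARylation. With limma, 47 genes passed an adjusted p of 0.05, 36 higher and 11 lower, and 2273 had an unadjusted p of at most 0.05 (427 higher and 1846 lower). The length correction moved the count most upward, to 221 genes (166 higher and 55 lower), while it was 7 when all 11873 genes above 0 in any library were tested and 5 when transcripts were tested in place of genes. At least 2-fold changes were seen in 4416 genes, 522 higher and 3894 lower, and the median of all genes was -1.08. Without PJ34 library 2 the 2-fold count was 1281 (439 higher and 842 lower) and the median was -0.43. The 2 PJ34 libraries themselves differed by at least 2-fold in 4165 genes, 53 higher and 4112 lower in library 2.

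The largest rises past the threshold under PJ34 were those of TotM, CG6357, CG4793, TpnC4 and CG41562. TotM (CG14027, 2L, 5329856 to 5330466) had 12990 and 20231 FPKM under PJ34 and between 23.8 and 49.3 FPKM in the other 4 libraries, a log2 change of 8.84 with a standard error of 0.47 (limma, adjusted p 1.86e-05). CG6357 (2R, 9727580 to 9729248) had 226 and 280 FPKM under PJ34 against 3.83 and 4.51 in the controls (log2 change 5.61, standard error 0.52, adjusted p 0.00227 by limma). CG4793 (2L, 15923394 to 15929049) rose from 0.329 and 2.97 FPKM to 154 and 76.0 FPKM, and TpnC4 (CG12408, 2R, 1390940 to 1395371) from 1.03 and 3.72 FPKM to 84.6 and 137 FPKM, and both overlap another gene. CG41562 (U, 5467095 to 5467810) rose from 7.10 and 14.6 FPKM to 267 and 356 FPKM. The limma adjusted p of these 3 genes was 0.0131, 0.0123 and 0.00688. When all 11873 genes were tested, CG4793, TpnC4 and CG41562 no longer passed (adjusted p 0.0904, 0.0760 and 0.0539). When transcripts were tested, those of TotM, CG6357 and CG41562 passed (adjusted p 0.00107, 0.0138 and 0.0415) and those of CG4793 and TpnC4 did not.

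Among the lower genes, Lasp (CG3849, 3L, 16669505 to 16704752), Eip63E (CG10579, 3L, 3515684 to 3608551) and CG3726 (X, 5811209 to 5835703) were listed at exactly 0 in both PJ34 libraries. In the controls Lasp had 42.6 and 21.9 FPKM, Eip63E 25.3 and 23.8 FPKM, and CG3726 11.7 and 15.8 FPKM. The translation factor gene eIF5 was listed at 0 in control library 1 and at 97.7 FPKM in control library 2, so a 0 in this table can be a missing estimate and no fold is given for these genes. CG9416 (2R, 15254745 to 15260747) fell from 196 and 206 FPKM to 18.6 and 3.61 FPKM, with a log2 change of -4.41 and a standard error of 0.64 (limma, adjusted p 0.0177), and overlaps another gene. CG30089 (2R, 11614902 to 11650068) fell from 19.4 and 36.1 FPKM to 1.24 and 0.359 FPKM (limma, adjusted p 0.0308), and did not pass after the length correction (adjusted p 0.0698) or median centring (0.0578). CG3726 did not pass after these corrections either (limma, adjusted p 0.0739 and 0.0838), and neither gene passed with only the 4 libraries of the comparison (adjusted p 0.116 for CG30089 and 0.0525 for CG3726). When all 11873 genes were tested, none of the 5 lower genes passed (adjusted p 0.0674 to 0.113), and none of their transcripts passed when transcripts were tested. The transcripts of all 5 fall in the class of 2000 to 4000 bases, in which PJ34 library 2 lay below the other 5 libraries.

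**Figure D3:**
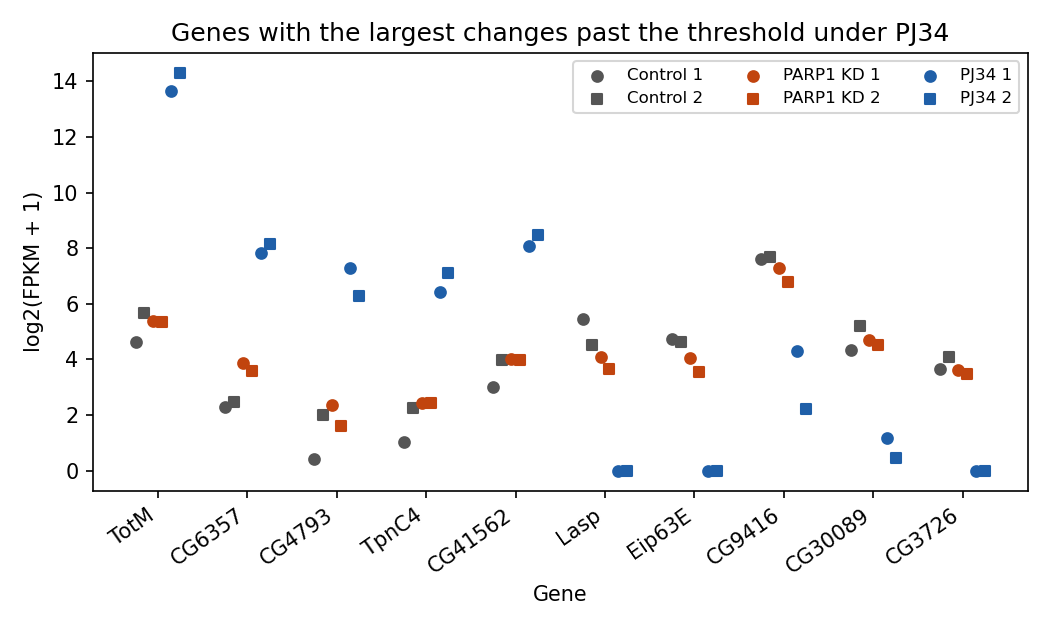
Log2(FPKM + 1) in each library (y axis) of the 10 genes with the largest changes past the threshold under PJ34 (x axis); colour marks the group, circles library 1 and squares library 2. TotM lies at 12990 and 20231 FPKM in the PJ34 libraries, and Lasp, Eip63E and CG3726 are listed at 0 there.

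The 2 treatments were compared with each other directly. With limma, 188 genes passed an adjusted p of 0.05, 71 higher and 117 lower under PARP1 KD than under PJ34, and 40 of them were also among the 47 genes called for PJ34 against control, a comparison that shares the PJ34 libraries. The count was 1339 after the length correction and 6 when all 11873 genes were tested. Higher genes prevailed with only the 4 libraries of the comparison (277 higher and 180 lower) and when transcripts were tested (166 higher and 102 lower). They also prevailed at an unadjusted p of at most 0.05 (1198 higher and 537 lower) and among 2-fold changes (2646 and 675). At that p the counts were 1208 and 1187 after quantile normalization, 844 and 1209 after median centring, and 1399 and 1508 after the length correction. Of the genes with an unadjusted p of at most 0.05, 67 were shared by the comparisons of both treatments with control, and 50 of these (74.6%) moved the same way. Because both treatments were set against the same controls, unchanged groups shared a median of 78 such genes over 50 simulations, of which 99.4% moved the same way. The simulations gave all 6 libraries the same spread for a gene. The real pairs were unlike, with at least 2-fold differences in 12 genes between the PARP1 KD libraries and 4165 between the PJ34 libraries. The simulations therefore cannot decide whether the overlap exceeds what the shared controls give. Across genes the changes under PARP1 KD and PJ34 had a Pearson's r of 0.222. Unchanged groups gave r between 0.472 and 0.522 in 100 simulations with the same equal spread, so the observed r, though lower, cannot be judged against them either. With a different control library for each treatment r was 0.109 and -0.268. Without control library 1 it was -0.0254 and without control library 2 it was 0.587.

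Gene lists chosen before the data were examined were tested with camera at a preset correlation of 0.01. Under PARP1 KD 5 of 7 lists passed an adjusted p of 0.05, and under PJ34 3 of 7. None of these calls held under fry or with an estimated correlation (smallest adjusted p 0.126 under PARP1 KD and 0.365 under PJ34). Camera ranks each list against all other genes, whose medians were -0.28 and -1.08. Under PARP1 KD the median log2 change was 0.44 for 87 cytoplasmic ribosomal protein genes (camera, adjusted p 4.76e-22), 0.30 for 71 mitochondrial ribosomal protein genes (8.81e-12) and 0.32 for 27 oxidative phosphorylation genes (3.13e-07). After the length correction their adjusted p was 8.7e-05, 0.0131 and 0.0641, and after quantile normalization the cytoplasmic ribosomal protein genes did not pass (median 0.09, camera, adjusted p 0.765). The mitochondrial (median 0.65, camera, adjusted p 3.05e-13) and oxidative phosphorylation genes (0.40, 0.00566) did pass after quantile normalization. After median centring the medians were 0.83, 0.69 and 0.72, and each list passed (camera, adjusted p 1.09e-09, 5.06e-09 and 0.000471). The cytoplasmic median was 0.17 without control library 1 and 0.67 without control library 2. The mitochondrial median was 0.17 without control library 2 and 0.19 without PARP1 KD library 1. The 54 splicing factor genes had a median of -0.11 (camera, adjusted p 0.102), which was 0.20 without control library 1 and -0.59 without control library 2. Their median was above 0 after quantile normalization (0.16), median centring (0.28) and the length correction (0.19), and they passed after the last of these (camera, adjusted p 0.0272). Under PJ34 the cytoplasmic ribosomal protein genes had a median of -0.37 (adjusted p 0.0138), which was higher than that of all genes, and they were lower than other genes after the length correction (adjusted p 0.0460). Their median was 0.77 after median centring and -0.21 after quantile normalization, where they did not pass (adjusted p 0.195). Without control library 2 it was -0.16 and without control library 1 it was -0.59. The mitochondrial ribosomal protein genes had a median of 0.01 (adjusted p 0.000105), but -0.11 after the length correction, where they did not pass (adjusted p 0.456). It was 0.54 after quantile normalization (adjusted p 0.000167) and 1.15 after median centring (adjusted p 0.00063). It was below 0 when control library 2 or either PJ34 library was left out, and lowest (-0.0693) without PJ34 library 2. The oxidative phosphorylation genes had a median of -0.96 (adjusted p 0.961). It was -0.39 after the length correction, where they passed (adjusted p 0.0166), -0.62 after quantile normalization and 0.18 after median centring. The splicing factor genes had a median of -1.34 (adjusted p 0.296), which was -0.49 after quantile normalization, -0.20 after median centring and -0.33 after the length correction. Without PJ34 library 2 the last 2 medians were -0.41 and -0.47, and that of the splicing factors was -0.87 without control library 1 and -2.22 without PJ34 library 1.

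The 14 heat shock protein genes had a median change of -1.68 under PARP1 KD (camera, adjusted p 4.09e-10), and all 14 were lower on the deposited scale, against 13 of 14 after quantile normalization, median centring or the length correction. It was -1.31 after quantile normalization, -1.29 after median centring and -1.25 after the length correction. Against control library 1 alone it was -1.14 and against control library 2 alone -2.30, and the 2 controls differed by 1.21. At an unadjusted p of at most 0.05, 9 of the 14 were changed, 0 passed over all genes and 3 passed when adjusted over the list alone. Under PJ34 the median was 0.40 (adjusted p 0.00152), 10 of 14 were higher, and 1 passed when adjusted over the list alone. The median was 1.41 after quantile normalization, 1.54 after median centring and 1.66 after the length correction. It was -0.17 without control library 1, -0.18 without PJ34 library 1, 1.04 without control library 2 and 0.98 without PJ34 library 2. The 6 Hsp70 copies share nearly identical sequences, so their values are uncertain.

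The 14 antimicrobial peptide genes had a median change of -2.47 under PARP1 KD (camera, adjusted p 2.07e-08) and of -2.68 under PJ34 (adjusted p 0.254). Under PJ34 the list passed after the length correction (median -3.45, camera, adjusted p 0.00146) and after median centring (median -1.54, adjusted p 0.0493). It did not pass after quantile normalization (median -2.09, camera, adjusted p 0.118). Both differences rested on control library 1. Against control library 2 alone the medians were -0.21 and -0.31, against control library 1 alone -4.77 and -5.12, and the 2 controls differed from each other by -4.88. DptB, for example, had 5667 and 60.5 FPKM in the controls, 41.6 and 35.4 FPKM under PARP1 KD and 8.22 and 15.4 FPKM under PJ34. For PJ34, 5 of the 14 genes passed when adjusted over the list alone and 0 over all genes. Drs, with the smallest p of the list (limma, unadjusted p 0.00289), was among the 5 and was higher under PJ34 (log2 change 3.41).

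**Figure D4:**
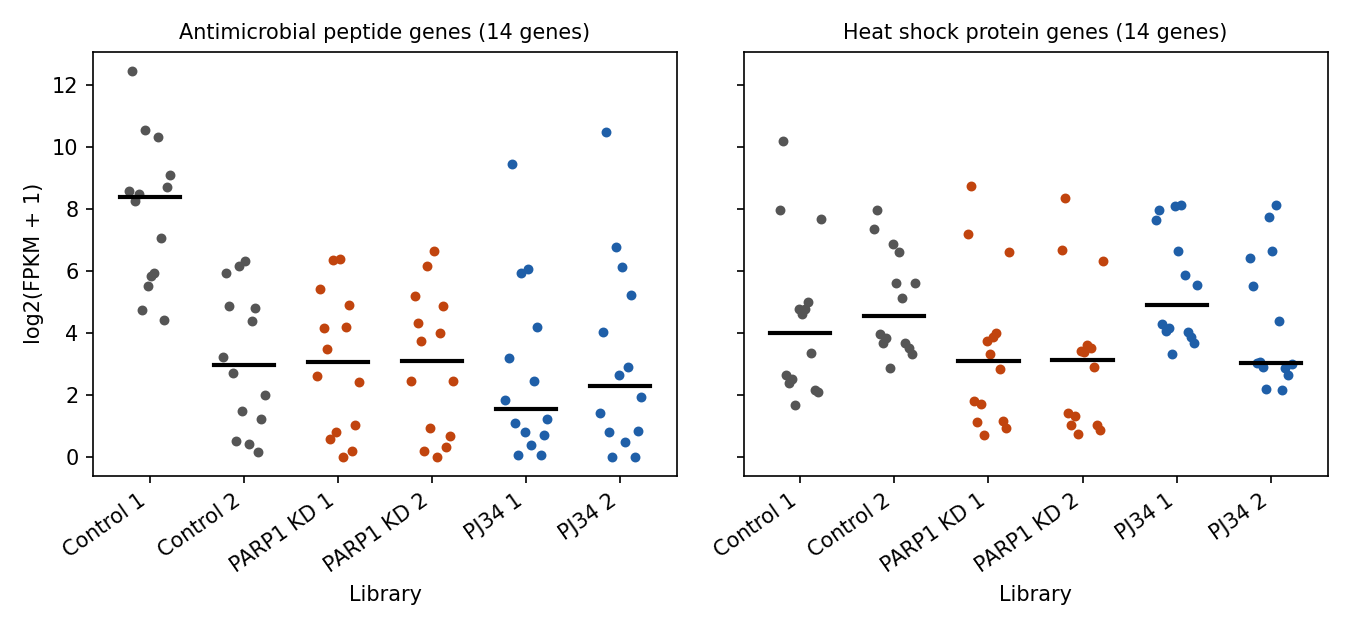
Log2(FPKM + 1) (y axis) of 14 antimicrobial peptide genes (left) and 14 heat shock protein genes (right) in each library (x axis), with 1 point per gene and a bar at the median. The antimicrobial genes stand apart in control library 1, where control library 2 differs from it by a median of -4.88, while all 14 heat shock protein genes have a lower mean under PARP1 KD than in the controls (13 after quantile normalization, median centring or the length correction).

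Finally, genes that the study had examined individually were looked at. The study picked them from these libraries, so counts adjusted over the list alone are not independent evidence. The study had measured the splicing of some of them by PCR. Of the 8 such genes tested here, 0 passed over all genes in either comparison. Adjusted over the list alone, 0 passed under PARP1 KD and 1 under PJ34, capt (230 and 148 FPKM in the controls, 82.3 and 15.98 FPKM under PJ34). Their median change was -0.22 under PARP1 KD (camera, adjusted p 0.759) and -1.42 under PJ34 (adjusted p 0.452). The first was -0.02 without control library 1, -0.50 without control library 2, -0.35 without PARP1 KD library 1 and -0.08 without PARP1 KD library 2, and was above 0 after quantile normalization (0.14), median centring (0.18) and the length correction (0.11). The second was -0.51 without PJ34 library 2 and -2.31 without PJ34 library 1, and -0.55 after quantile normalization, -0.29 after median centring and -0.28 after the length correction. Another list held genes given as changed in both expression and splicing, Parp1 among them. Of its 4 genes, all 4 were lower under PARP1 KD as deposited and after quantile normalization, median centring and the length correction, and 3 were higher under PJ34. CG40191 had 72.1 and 73.2 FPKM in the controls, 39.5 and 26.2 FPKM under PARP1 KD and 161 and 194 FPKM under PJ34. l(3)80Fg had 18.99 and 48.3 FPKM in the controls, 14.5 and 10.2 FPKM under PARP1 KD and 68.3 and 88.1 FPKM under PJ34, and overlaps another gene. Acsl was lower in both treatments on the deposited scale and after quantile normalization, but under PJ34 it was higher after median centring (0.16) and the length correction (0.43). Against the controls none of the 4 passed over all genes or when adjusted over the list alone (smallest adjusted p by limma 0.0518 under PARP1 KD and 0.0644 under PJ34). Between PARP1 KD and PJ34, 2 of the 4 passed over all genes and 3 when adjusted over the list alone. CG40191 was lower under PARP1 KD by a log2 difference of -2.42 with a standard error of 0.44 (limma, adjusted p 0.0297) and l(3)80Fg by -2.58 with a standard error of 0.58 (adjusted p 0.0477). Over 10 alternatives CG40191 passed in 7 (limma, adjusted p 0.00695 to 0.0708) and l(3)80Fg in 5 (0.0148 to 0.106). Parp1 differed by -1.68 (adjusted p 0.119) and passed in 2 (0.0372 to 0.157). Of the other genes of poly(ADP-ribose) metabolism, Parg and Tnks changed by -0.42 and -0.63 under PARP1 KD (limma, adjusted p 0.9996), less than the 2 controls differed, and by 0.04 and 0.03 after the length correction.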

Values the study reported

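The study reported that PARP1 expression fell by about 30% after the knockdown. It listed 849 differentially expressed genes after PARP1 knockdown, 210 up and 639 down, and 1281 after inhibition of PARylation, 974 up and 307 down, at a P of at most 0.05. It found 182 genes common to both. It gave correlation coefficients between replicates of 0.85 for the controls, 0.985 for the knockdown and 0.980 for PARylation inhibition.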

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

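The length correction, the transcript rows, leaving out genes listed at 0, median centring of the gene lists, the 2 filters for Parp1, and all alternatives for single genes between PARP1 KD and PJ34 were chosen after the data were seen. No paired analysis was possible because the labels give both libraries of each treatment the same number and the table's columns carry no pairing. For every change of a count or value below, the cause was not tested unless stated.

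The count of genes past an adjusted p of 0.05 (limma) between PARP1 KD and control was 0 under both pseudocounts, quantile normalization, median centring, both filters, no trend, the length correction and leaving out genes listed at 0. It was 23 with only the 4 libraries of the comparison, a fit in which the spread of the PJ34 libraries no longer enters, 15 with transcript rows as deposited and 209 at an unadjusted p. Of the 15 transcript rows 14 were higher and 1 lower, while lower genes prevailed in the other 2 counts.

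Between PJ34 and control the count of 47 became 27 with a pseudocount of 0.1 and 76 with 5, 164 after quantile normalization, 7 with all genes above 0 in any library, 15 with only 4 libraries, 28 without a trend, 221 after the length correction, 5 with transcript rows, 24 without genes listed at 0 (all 24 among the 47, of which 9 were listed at 0 in a library) and 2273 at an unadjusted p. Median centring gave 61 genes, 54 higher and 7 lower, against 36 and 11 as deposited. Of the 221 genes after the length correction 44 were among the 47, and of the 7 with all genes 3 were.

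Between PARP1 KD and PJ34 the count of 188 became 69 and 284 with pseudocounts of 0.1 and 5, 555 after quantile normalization, 117 after median centring, 6 with all genes above 0, 117 with a mean FPKM of at least 5, 457 with only 4 libraries (277 higher and 180 lower, against 71 and 117), 56 without a trend, 1339 after the length correction and 1735 at an unadjusted p.

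For PARP1 KD the count of 769 (79 higher and 690 lower) became 319 with a pseudocount of 5, 467 after quantile normalization (171 higher and 296 lower), 528 after median centring (292 higher and 236 lower), 313 after the length correction (111 higher and 202 lower) and 2397 with transcript rows. It ranged from 467 to 1842 across the 4 settings that each left out 1 library. For PJ34 the count of 4416 (522 higher and 3894 lower) became 2540 with a pseudocount of 5, 1931 after quantile normalization (1112 higher and 819 lower), 2029 after median centring (1638 higher and 391 lower) and 1501 after the length correction (863 higher and 638 lower). It ranged from 1281 to 5432 across the 4 settings that each left out 1 library, the lowest without PJ34 library 2. Under PARP1 KD lower changes did not prevail after median centring. The prevalence of lower genes under PJ34 held only on the deposited scale, with another pseudocount or filter, with transcript rows, without genes at 0 and with each library left out.

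Summed over its transcripts, Parp1 stayed below 0 under PARP1 KD under both pseudocounts, all scalings, filters and fits, and ranged from -1.90 to -1.13 across the 4 settings that each left out 1 library. Its lowest adjusted p was 0.111, with only 4 libraries. As transcript rows, RB fell (-2.95, limma, adjusted p 0.249) and RC rose (2.11, adjusted p 0.633). Under PJ34 it ranged from -0.21 to 0.56 across the 4 settings, below 0 without control library 2 and without PJ34 library 2, and was 0.73 after quantile normalization, 1.31 after median centring and 1.55 after the length correction (limma, adjusted p 0.161, unadjusted p 0.0417). It passed an adjusted p of 0.05 under none of these. The correlation of the 2 treatments' changes was -0.0242 after the length correction, 0.0629 with transcript rows, and from -0.0254 to 0.587 across the 6 settings that each left out 1 library.

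The number of gene lists past the threshold was 0 under fry and 0 with an estimated correlation for both treatments (against 5 and 3). Under PARP1 KD the median of the PCR targets changed sign to 0.14 after quantile normalization, 0.18 after median centring and 0.11 after the length correction, and that of the splicing factors to 0.16, 0.28 and 0.19. The latter ranged from -0.59 to 0.20 with each library left out. Under PJ34 the medians of oxidative phosphorylation and cytoplasmic ribosomal protein genes were 0.18 and 0.77 after median centring, and that of mitochondrial ribosomal protein genes was -0.11 after the length correction and from -0.0693 to 0.0518 with each library left out. The heat shock protein median under PJ34 ranged from -0.18 to 1.04 with each library left out, below 0 without control library 1 and without PJ34 library 1. Of 154 values of the genes named for the size or p of their change, 14 were weaker and 6 stronger, and none changed sign. Among the preset genes, Acsl changed sign under PJ34 after median centring (0.16) and the length correction (0.43). Parg (0.04) and Tnks (0.03) did so under PARP1 KD after the length correction, and Tnks also under PJ34 (0.24). After quantile normalization, median centring and the length correction, DnaJ-H under PJ34 went from -0.31 to 0.72, 0.83 and 0.63. Under PARP1 KD fl(2)d went from -0.08 to 0.22, 0.31 and 0.36. Under some scalings capt and DnaJ-H under PARP1 KD, and achi under both treatments, rose above 0 to at most 0.06.

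Pearson's r between the controls was 0.966 on the log2 scale against 0.832 on the linear scale, where a few abundant genes weigh most. The length trends kept their sign and size under both of their alternatives. The table holds no fragment counts, so for genes near 1 FPKM the count of about 30.1 fragments per FPKM limits which changes could be seen.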

Other observations

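Of the tests below, those of library pairings were set before their results were seen. Those of heterochromatic genes were set before as well, but their split by treatment and the reading of the difference within pairs were chosen after, as were all other tests.

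The Parp1 level under PARP1 KD was 66.9% lower than in the controls here. That is a larger fall than the value quoted from the study above. Parp1 was 54.9% lower than in control library 2 alone and 73.9% lower than in control library 1 alone. The measures are unlike: the study used reads over the whole gene body, and FPKM were summed over transcripts here. At an unadjusted p of at most 0.05, 209 genes differed under PARP1 KD, 26 higher and 183 lower. These counts are lower than those quoted from the study above. The study obtained its counts with Cuffdiff2, and those here are from limma on genes with a mean of at least 1 FPKM. The tests and gene sets are thus unlike throughout, and whether the same genes were called was not examined. With only the 4 libraries of the comparison 950 genes differed at that p, 107 higher and 843 lower. The total and the lower genes then exceed the values quoted above. After quantile normalization 572 genes differed under PARP1 KD (218 higher and 354 lower), after median centring 427 (185 and 242) and after the length correction 522 (175 and 347). These totals stay below the value quoted above, while the counts of higher genes are close to the one quoted. Under PJ34 2273 genes differed at that p. That is higher than the value quoted above. Of these, 427 were higher and 1846 lower. The first is lower and the second higher than the values quoted above. After median centring 1240 genes were higher and 395 lower, after quantile normalization 1125 and 857, and after the length correction 1100 and 927. Higher genes then prevail, as in the values quoted above. With only the 4 libraries of the comparison 1334 genes differed, 302 higher and 1032 lower. That total is close to the value quoted above, but the direction is the opposite, since higher genes prevailed in the study. The number shared by both comparisons was 67. That is lower than the value quoted above.

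The 6 libraries can be paired in 15 ways, which give 45 comparisons of a pair with a pair. As many genes as for PJ34 against control were called in 4 of the 45 comparisons, and as many as for PARP1 KD against PJ34 in 2 of the 45. The first share is above 5%, so by this count alone the calls between PJ34 and control do not exceed those of other groupings. In all 4 comparisons the 2 PJ34 libraries stood together against another pair, and the most calls in any of the 39 comparisons without that pair was 1. Not every comparison with that pair gave many calls, since the other 2 of the 6 gave 15 and 1. After the length correction all 6 gave between 192 and 1339 calls and the 39 without that pair gave 0, and the number with as many calls as PJ34 against control was again 4. The comparisons overlap in their libraries, and other pairs against PJ34 include PARP1 KD libraries.

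PJ34 library 2 lay below the other libraries, with a median log2(FPKM + 1) of 2.44 against 3.73 to 4.50. Shallower sequencing is argued against: 1 fragment was worth 1.09 times its FPKM in control library 1, within the range of the others. A few abundant genes taking up more of the FPKM would lower all others alike, but the median difference from PJ34 library 1 was 2.32 log2 units higher for transcripts under 500 bases than for those over 4000. A length bias was found at a given expression level as well (partial Spearman's rho -0.662 across genes), and may come from RNA degradation or from fragment selection during library preparation. The 2 PJ34 libraries also differ in dose, which is not assigned to columns, so an effect of dose on long transcripts was not tested and stays open.

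The 2-fold changes under PARP1 KD were mostly lower, and length may explain much of this. Among transcripts under 1000 bases 49.3% of the 2-fold changes were lower (33 of 67), and among longer ones 94.2%. After the length correction 202 of 313 were still lower, so length need not be the whole cause. Before that correction 11 of 14 were lower in the class under 500 bases, but 41.5% in the class of 500 to 1000 bases. The same trend lay between the 2 controls, where the treatment cannot be the reason.

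Parp1 itself fell more than 97.2% of the 2323 other genes of its length class, which argues against length as the whole cause of its fall. A knockdown by double-stranded RNA is the explanation the design gives, and from these libraries alone it stays a hypothesis at this replication. The study also measured the knockdown outside these libraries, by Western blot for the protein and by quantitative PCR for the mRNA. Those measurements were not examined here. The fall lay in transcript RB (51.3 and 24.7 FPKM in the controls, 6.29 and 2.09 under PARP1 KD), while transcript RC had 1.23e-05 and 4.01 FPKM in the controls and 9.68 and 7.78 under PARP1 KD. Transcript shares were not tested, and the overlap of the locus with 10 genes leaves fragment assignment open.

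Antimicrobial peptide genes were lower in both treatments than in the mean of the controls. Against control library 2 alone the median change under PARP1 KD was -0.21, so a candidate explanation is an induced immune response in control library 1. Length is argued against, since the difference between the controls (-4.88) lay at percentile 0 of 10000 random lists matched on expression and length. Whether the culture of that library met a bacterial or other stimulus was not tested. CecC did not take part (55.8 and 78.7 FPKM in the controls), and Drs was higher under PJ34 (696 and 1443 FPKM) than in control library 1 (303 FPKM).

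Heat shock protein genes were lower under PARP1 KD. Length is argued against by a median of -1.25 after the length correction, and a single deviating control by a median of -1.14 against the control library that gave the smaller fall. The 2 controls differed by 1.21 in the median, so the fall against control library 1 was no larger than the spread between untreated cultures, and 6 of the 14 genes are near-identical copies of Hsp70 among which fragments cannot be assigned with certainty. A lower stress response after PARP1 depletion could give these values, but so could a difference between cultures that is not tied to the knockdown. The controls were untreated, so a response to double-stranded RNA itself was not separated from PARP1 depletion.

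TotM rose more under PJ34 than any of the 1281 other genes with transcripts under 1000 bases, of which the largest rise was 5.14, so length is argued against. Of 7 other Turandot genes in the table, 5 were higher in both PJ34 libraries than in all 4 others, which fits an induction of this stress-induced family. Only TotA (32.7 and 44.5 FPKM against 0.809 to 2.01) and TotF (up to 1.27 FPKM) reached 1 FPKM, TotE and TotX were listed at 0 throughout, and TotM fragments assigned to related genes were not tested as a source of the low values. A single deviating library is argued against, since the lower PJ34 library lay 8.01 log2 units above the highest of the other 4. Induction by PJ34 is a hypothesis found and tested on the same data.

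There were 6 genes listed at exactly 0 in at least 1 library and at 10 FPKM or more in every other: Lasp, Eip63E and CG3726 in both PJ34 libraries, Ank in PJ34 library 1, eIF5 in control library 1, and CG34212 in all but control library 2. A failed or dropped estimate by the authors' software could give such values, and 2 of these genes (Ank and eIF5) were at 0 in 1 library while the other library of the same group had 12.9 or 97.7 FPKM. For the 3 genes at 0 in both PJ34 libraries a loss of the transcript was not tested and stays open.

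Parp1, uex, CG40191 and l(3)80Fg, lower under PARP1 KD, lie on the Het scaffolds of dm3, so the 41 other tested genes on these scaffolds were examined as a set, 33 of them with a length. The median change of these 33 genes under PARP1 KD lay at percentile 19.9 of 10000 random lists matched on expression and length. It lay at percentile 0 against control library 2 alone (-0.69) and at 89.1 against control library 1 alone (-0.09), so a fall of such genes cannot be told apart from chance while the controls differ. Under PJ34 the median of the 33 genes was 0.75 against -0.80 for matched genes, at percentile 100, which argues against chance for the genes with a length. Those without a length did not enter this median, and of all 41 genes 25 were higher under PJ34. A trend between libraries not tied to the treatments cannot be told apart from an effect of PJ34 here, because the 33 genes also differed within pairs. They lay 0.72 above matched genes between the 2 controls and 1.24 between the 2 PJ34 libraries, which also differ in dose. GC content was not tested.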
